A study of Mus musculus with 8 samples. Its data were reported in "Pre-mitotic genome re-organisation bookends the B cell differentiation process" (2021).

How the data were processed

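Chromosome conformation was measured by in situ Hi-C, in which crosslinked chromatin is cut with a restriction enzyme (here MboI), neighbouring ends are ligated and the ligated pairs are sequenced, so that each read pair records a contact between 2 places of the genome. The cells were mouse splenic B cells cultured with lipopolysaccharide (LPS), a bacterial product that activates them. There were 8 libraries in 4 groups of 2 biological replicates, taken at 3 h, at 10 h, at 33 h from undivided cells (imminent division) and at 33 h from cells sorted before S phase (pre-S). The pre-S cells came from FUCCI reporter mice, whose fluorescent proteins mark the phase of the cell cycle, so mouse strain and the gate of the sort differed together with the group. The other activated cells were sorted too, as undivided cells. The replicate numbers in the labels were not taken as pairs. Naive, expanded and plasmablast libraries of the study were not analysed here.

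Each deposited file holds raw read-pair counts per pair of 50 kb bins for 1 library, as a symmetric matrix with its diagonal and without scaling or balancing. Upstream of it, the authors aligned the reads to mm10 with diffHic (which calls cutadapt and bowtie2), marked duplicates, and removed dangling ends and overly long fragments. The matrices name no coordinates. The bins were therefore rebuilt from the MboI fragments of the 66 sequences of GRCm38 (the assembly that mm10 names), with bin ends rounded to cutting sites. This gave 53357 bins, the number in each matrix, of which 48088 lie on the 19 autosomes. Protein-coding genes were taken from the GENCODE M21 annotation of the same assembly, and 21938 were placed in bins. The ENCODE list of excluded regions that the study applied was not used here. In its place, 756 autosomal bins were left out because more than 10% of their sequence was undetermined or because their interchromosomal coverage was over 4 times, or under 1/4 of, the median, which left 47332 bins.

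Totals ranged from 88703088 to 218945191 read pairs per library. Read pairs without molecular identifiers are not independent molecules. The confidence intervals given here (Wilson, 95%) are over bin pairs and cover counting error only. They treat bin pairs as independent, though neighbours depend on each other and the changes share libraries, so they are too narrow.

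Differential interactions (DIs) were tested with edgeR 4.0.16 in R 4.3.3. Bin pairs of the same autosome, off the diagonal, were kept when their summed count was at least 10 and their average abundance (prior count 2) was over 4-fold the background, which was taken from interchromosomal 1 Mb bin pairs. Offsets came from a loess fit of log count on average abundance per library, with bin pairs under 1.5 Mb apart fitted separately from the others. A one-way layout over all 8 libraries was fitted with a trended dispersion and a robust quasi-likelihood fit (legacy method), and 4 contrasts were tested: 10 h versus 3 h, imminent division versus 10 h, pre-S versus 10 h, and imminent division versus pre-S. The false discovery rate (FDR) was held at 5% by the Benjamini-Hochberg method in every test across the genome. DIs of 1 direction that touch were joined into clusters of at most 500 kb a side. This is a simple rebuild of the study's cluster step, without a cluster-level FDR. Log2 changes are given as the first group of a contrast over the second. For DIs, stronger and weaker are relative to the offsets, which set the typical bin pair near no change.

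TAD boundaries were tested on the ratio of upstream to downstream counts of 100 kb regions, over 1 Mb on each side, with library coefficients and a direction-by-group term (edgeR glmTreat, fold change over 1.1, average log2 CPM of at least 1). A boundary was called stronger where the size of the log ratio grew. No boundaries were called beforehand. Every region above the abundance limit was tested, so counts of boundaries here are counts of regions. A/B compartments were the first principal component of the cis correlation matrix at 100 kb, computed per library, oriented so that A holds more gene starts and tested with limma 3.58.1. A bin was said to switch when its sign differed between 2 groups in every library. Promoter interactivity was the summed cis count of each bin that holds the start of a protein-coding gene. Of 24470737 promoter-anchored bin pairs with a count, those above a curve on distance plus 2 mean absolute residuals (0.298 on the log2 scale) were summed, bins with fewer than 200 counts were left out, and edgeR was run without a dispersion trend. Promoter windows of the study were narrower than a 50 kb bin, so these counts are not those of its promoters.

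The 6 measures per library were the share of cis pairs, the share of cis pairs beyond 1.5 Mb, the contact decay slope (log count on log distance from 500 kb to 7 Mb), compartment strength (mean A–A and B–B contact over A–B contact, in the 20% of bins at each end of the component and at distances over 2 Mb), and the number and median spacing of insulation minima (window of 500 kb). They were compared by an exact permutation test of the F statistic over the 105 ways to part 8 libraries into 4 groups of 2, whose smallest p is 0.00952. Reproducibility was scored by the stratum-adjusted correlation coefficient (smoothing of 3 bins, up to 5 Mb, median over autosomes), rebuilt in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

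Groups, tests, alternatives and the rule for naming were set before the data were examined, except for the alternatives said to be chosen after seeing the data. The rule named, per contrast and direction, the 3 DIs with the smallest p whose libraries did not overlap between the 2 groups, at most 1 per block of 1 Mb (counted from the chromosome start) in which the first anchor begins, so DIs in neighbouring blocks can lie closer than 1 Mb. It also named 9 loci that the study discusses (Twistnb, Bcl6, Ebf1, Prdm1, Id2, Myc, Pax5, Bach2 and Ell2), whatever their values.

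Each test across the genome was first run on data simulated at the real means for imminent division versus 10 h, with a known set changed. The DI test on 39687 bin pairs of chromosome 19 recovered 29% of 200 pairs changed 2-fold, with 1.69% of calls false, and 6% of those changed 1.5-fold. At a mean count of 50 or more it recovered 100% of the 31 pairs changed 2-fold and 35.5% of those changed 1.5-fold. The boundary test recovered 96.5% of 198 regions changed 1.5-fold out of 1982, the compartment test 92.5% of 200 bins out of 23789 shifted by 5 replicate SDs, and the promoter test 100% of 200 bins out of 12524 changed 1.5-fold. False calls made up 1.04%, 4.15% and 5.66% of the calls of these tests, in that order. The boundary simulation used a fixed dispersion in place of the fitted one. That of compartments used independent noise with the same SD in every bin. These 2 therefore do not show how the tests behave with the spread of the data.

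The alternatives were TMM factors or DESeq2 size factors in place of the loess offsets, the DESeq2 1.42.0 Wald test, thresholds of 2-fold and 8-fold over background, 100 kb bins, the interchromosomal coverage of each bin added to the offsets, all libraries thinned to the shallowest total, the fit without the pre-S group, a replicate term, and leaving out each library in turn, in which case the lone library of a group is assumed to vary like the other groups. The other tests had alternatives of the same kinds, with no fold-change threshold or 500 kb sides for boundaries, 250 kb bins or quantile normalization for compartments, and no interaction filter or 3 residuals for promoters.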

Results

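The data were 8 in situ Hi-C libraries of B cells in their first cell cycle after activation with LPS, with 2 replicates at each of 3 h, 10 h, 33 h imminent division and 33 h pre-S. Totals were 88703088 and 170436624 read pairs at 3 h, 116957398 and 153258311 at 10 h, 180325399 and 218945191 at imminent division, and 117386199 and 105015427 at pre-S. The deepest library held 2.47 times the read pairs of the shallowest. Between 70.9% and 75.1% of autosomal read pairs were in cis. The comparisons below used autosomes. On the sex chromosomes, the share of read ends on X lay between 2.39% and 2.84% in 7 libraries and was 3.74% in the second imminent division library. The share on Y lay between 0.0804% and 0.123% in the same 7 libraries and was 0.0490% in that library.

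**Figure D1:**
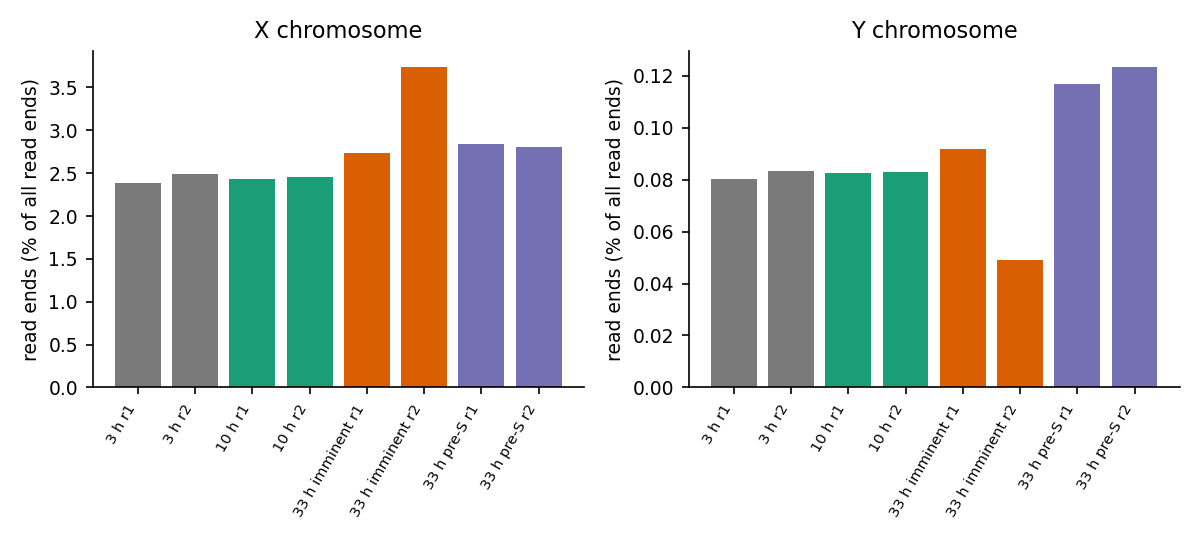
Bars give the percent of all read ends of each library (r1 and r2 are replicates) that lie on the X chromosome (left) and on the Y chromosome (right), coloured by group. The second imminent division library has the highest X share, 3.74%, and the lowest Y share, 0.0490%.

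Libraries were compared by the stratum-adjusted correlation coefficient, in which 1 is identity. Replicates of a group scored 0.977 at 3 h, 0.987 at 10 h, 0.982 at imminent division and 0.982 at pre-S. Pairs of a 3 h and a 10 h library scored 0.972 to 0.976. Pairs of a 10 h library with an imminent division library scored 0.916 to 0.938 and with a pre-S library 0.932 to 0.938. The 2 groups at 33 h scored 0.949 to 0.957 against each other, below the replicates of every group. Among bin pairs with more than 100 read pairs in a group, the chi-square per pair between replicates was 1.27, 1.03, 1.33 and 1.06 in the order above, where sampling alone gives 1 with a standard error of at most 0.004, so each pair of replicates differed by more than sampling noise.

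The shape of the contact maps as a whole was compared by 6 measures per library, adjusted together by the Benjamini-Hochberg method. The share of cis pairs beyond 1.5 Mb was 53.8% ± 0.12 (SD, n = 2) at 3 h, 53.0% ± 0.85 at 10 h, 47.6% ± 0.020 at imminent division and 51.6% ± 0.89 at pre-S (exact permutation p 0.00952, the smallest this design allows, adjusted p 0.0286). The contact decay slope was −0.918 ± 0.0027 at 3 h, −0.971 ± 0.0020 at 10 h, −1.106 ± 0.0021 at imminent division and −1.012 ± 0.012 at pre-S (exact permutation p 0.00952, adjusted p 0.0286). Of the alternatives, leaving out 1 library moved the long-range share most. Its exact permutation p was 0.0381 (adjusted p 0.114) without either 3 h library, 0.0190 (adjusted p 0.0571) without either 10 h library and 0.0381 (adjusted p 0.0762) without the first pre-S library. For the slope the exact permutation p stayed at 0.00952 with any 1 library left out. Its adjusted p was 0.0571 in the same 5 cases, because a lone smallest p among 6 measures cannot adjust lower. The other measures did not pass this test with all libraries. These were the cis share (exact permutation p 0.105, adjusted p 0.186), compartment strength (16.0 ± 0.46, 17.0 ± 0.78, 13.2 ± 0.33 and 15.7 ± 2.92 in the order above, exact permutation p 0.286, adjusted p 0.343), the number of insulation minima (2366, 2377, 2360 and 2475, exact permutation p 0.124, adjusted p 0.186) and their median spacing (exact permutation p 0.429, adjusted p 0.429). With the mean interchromosomal contact density taken off, compartment strength was lowest in the second pre-S library, at 23.7. The imminent division libraries were then at 26.1 and 28.2 (exact permutation p over the groups 0.781, adjusted p 0.781). With the counts as deposited, the imminent division libraries were the lowest of the 8. There the result for compartment strength rested on the spread of the pre-S libraries (17.8 and 13.7). Without the first pre-S library its exact permutation p was 0.0190 (adjusted p 0.0571) and without the second 0.0381 (adjusted p 0.0762).

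**Figure D2:**
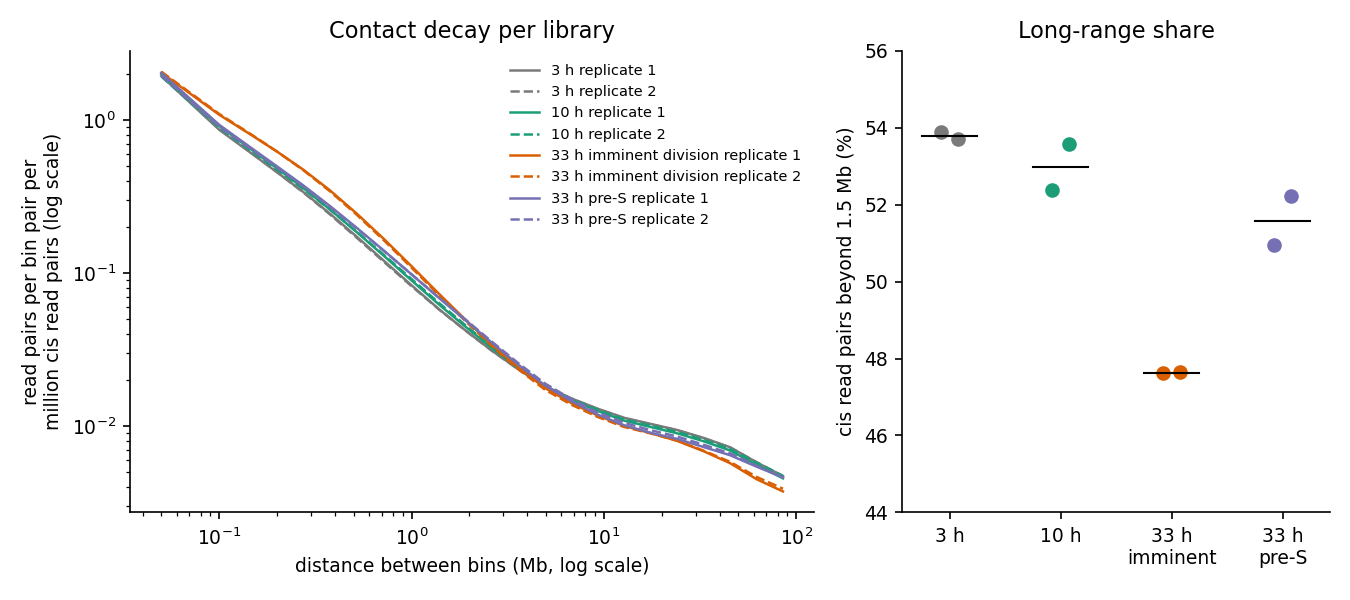
Left, read pairs per bin pair, scaled to the cis read pairs of the library, against the distance between bins, on log axes, with 1 line per library (dashed, replicate 2). Right, the percent of cis read pairs beyond 1.5 Mb, with a point per library and a line at the group mean, on an axis that starts at 44%, where both imminent division libraries lie at 47.6%.

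Whether chromosomes had re-organised by 10 h was addressed by the contrast of 10 h with 3 h. Of 1458577 bin pairs tested with edgeR, 9 were DIs, 8 stronger and 1 weaker at 10 h, and 86522 had an unadjusted p under 0.05. The DESeq2 Wald test called 0 (11416 at an unadjusted p under 0.05), as did edgeR with all libraries thinned to the shallowest (53188 at an unadjusted p under 0.05). The alternative that moved the count most upward was bin coverage in the offsets, with 220 DIs. Leaving out a library gave 1 DI without the second 3 h library, 1 without the second 10 h library, 4 without the first 10 h library, 6 without the first 3 h library and 24 without either imminent division library. The DI with the smallest p joined chromosome 1 180949917–181000035, over Tmem63a and Ephx1, with 181499820–181549460, which holds the start of Ccdc121 (log2 change 1.47, FDR 4.3e-04, coordinates in GRCm38). The next strengthened DIs lay on chromosome 10 between 60399924–60451129, over Cdh23, and 60750541–60799993, at Slc29a3 (0.72, FDR 0.016), and on chromosome 3 between 135899235–135950291, over no protein-coding gene, and 136050011–136099944, over Bank1 (1.12, FDR 0.016). The weakened DI joined chromosome 11 21699960–21750033, over Wdpcp, with 21950835–22000108, over Otx1 (−1.08, FDR 0.0147). In each of these 4 the libraries of the 2 groups did not overlap. None of the 4 passed without the second 3 h library, where the FDR was 0.615, 0.633, 0.627 and 0.608 in that order, and each also failed without at least 1 of the 10 h libraries. Without the second 10 h library the FDR was 0.366 on chromosome 1, 0.763 on chromosome 3 and 0.664 on chromosome 11, and without the first it was 0.643 on chromosome 10 and 0.314 on chromosome 11.

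Change between 10 h and the first division was addressed by the contrast of imminent division with 10 h. There were 29330 DIs, 10076 stronger and 19254 weaker at imminent division (65.6% weaker), which joined into 16651 clusters, and 227001 bin pairs had an unadjusted p under 0.05. The count moved most with the DESeq2 Wald test, which called 237 (49292 at an unadjusted p under 0.05), and most upward with bin coverage in the offsets, to 57329, which called 74.3% of the 29330 again with the same sign. TMM factors gave 56376. Without the first or the second 10 h library the count was 8049 and 3022, and without the first or the second imminent division library 9286 and 13967. The share that weakened was 65.6% here and 66.9% with bin coverage in the offsets. Over all alternatives it ran from 54.9% with 100 kb bins to 83.5% with the DESeq2 Wald test.

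Strengthened DIs spanned a median of 300 kb between anchors and weakened DIs a median of 800 kb, against 850 kb for all bin pairs tested. The order of the medians depended on bin size. With 100 kb bins strengthened DIs spanned 1500 kb and weakened DIs 1100 kb. Between 1 and 1.5 Mb, 1.99% of the bin pairs tested weakened, and between 1.5 and 2 Mb 0.251% did. For strengthened DIs these shares were 0.174% and 0.586%. The step lies at 1.5 Mb, the border between the 2 loess fits, so the shares on either side of it are not on 1 scale. With offsets fitted per distance class, an alternative chosen after seeing the data, the medians were 200 kb and 550 kb. By compartment, 88.5% of weakened DIs joined A bins with A bins, against 40.4% of tested bin pairs at the same distances, and 4.98% joined B bins with B bins, against 42.5%. Of strengthened DIs, 35.3% were A–A, against 41.5%. With bin coverage in the offsets the A–A share of weakened DIs was 86.2%.

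**Figure D3:**
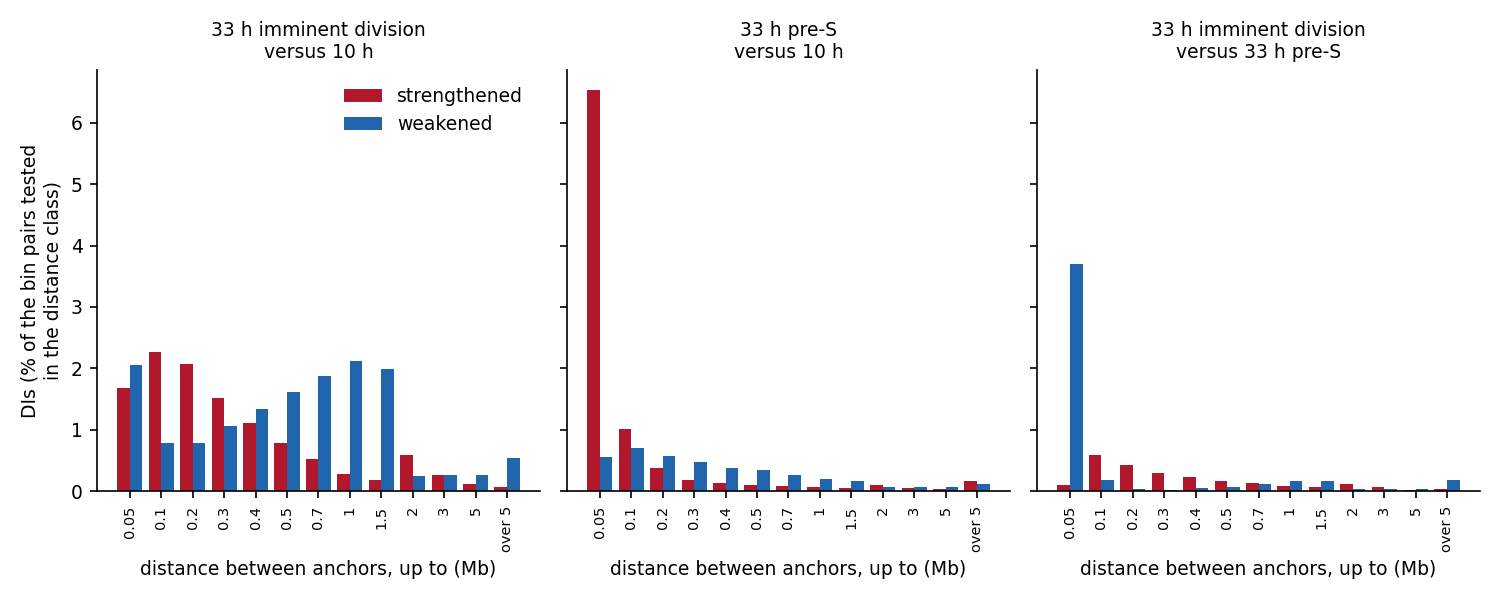
Bars give DIs as a percent of the bin pairs tested in each class of distance between anchors (upper limit of the class in Mb), red for strengthened and blue for weakened, in the 3 contrasts of the 33 h groups. From 10 h to imminent division weakened DIs are 1.99% of bin pairs between 1 and 1.5 Mb and 0.251% between 1.5 and 2 Mb, and the step at 1.5 Mb is the border between the 2 loess fits.

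The strengthened DI with the smallest p in this contrast lay on chromosome 3 between the adjacent bins 106150126–106200059 and 106200056–106250291, which hold the starts of Chil3 and Chil4 (log2 change 0.68, FDR 2.9e-13). It did not pass with TMM factors (0.21, FDR 0.158) and its sign turned with bin coverage in the offsets (−0.06, FDR 0.797). The next were on chromosome 6 between 149399855–149450039 and 149450036–149499849, both within Bicd1 (0.96, FDR 1.5e-09), and on chromosome 11 between 53550397–53599940, at Kif3a, and 53650112–53700202, over Rad50 (0.89, FDR 2.7e-08, and 0.40 with an FDR of 0.0569 with bin coverage in the offsets). The weakened DIs with the smallest p lay on chromosome 5 between 122100475–122150060, at Myl2 and Ccdc63, and 122600066–122649678, at Ift81 and P2rx7 (−1.50, FDR 2.9e-13), on chromosome 13 between 43550260–43599928, at Mcur1, and 44950092–44999959, over Dtnbp1 (−1.46, FDR 6.6e-11), and on chromosome 7 between 3599865–3650048, with the starts of 5 genes from Oscar to Cnot3, and 4449779–4499955, at Eps8l1 (−1.47, FDR 5.0e-10). In all 6 the libraries of the 2 groups did not overlap, and each passed without any 1 library.

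Whether the change was present before DNA synthesis was addressed by the contrast of pre-S with 10 h. It gave 8659 DIs, 4943 stronger and 3716 weaker at pre-S (42.9% weaker), in 6045 clusters, with 168058 bin pairs at an unadjusted p under 0.05. The split turned with the scaling. TMM factors gave 3337 stronger and 7909 weaker, and bin coverage in the offsets gave 2500 stronger and 7499 weaker and called 16.7% of the 8659 again with the same sign and 328 with the opposite sign. Strengthened DIs spanned a median of 50 kb and weakened DIs 400 kb. Of the strengthened DIs 62.2% joined adjacent bins, against 3.23% of the bin pairs tested, and 86.8% joined B bins with B bins. With bin coverage in the offsets 10.7% joined adjacent bins, 16.8% were B–B, and the medians were 400 kb for strengthened and 100 kb for weakened DIs. The interchromosomal coverage per bin differed more in this contrast (SD 0.23 on the log2 scale) than between imminent division and 10 h (0.13). The DESeq2 Wald test called 153. Leaving out a library gave 1704 and 1486 without the first and the second 10 h library, and 756 and 2295 without the first and the second pre-S library.

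The direct contrast of imminent division with pre-S gave 5251 DIs, 2129 stronger and 3122 weaker at imminent division, in 3730 clusters, with 144233 bin pairs at an unadjusted p under 0.05. With bin coverage in the offsets there were 24685 (11399 stronger), and with offsets per distance class, chosen after seeing the data, 2022 (1204 stronger and 818 weaker). The DESeq2 Wald test called 182 (133 stronger and 49 weaker). The count was 1131 (718 stronger and 413 weaker) without the second imminent division library, and 714 (383 stronger and 331 weaker) and 1316 (593 stronger and 723 weaker) without the first and the second pre-S library, so the direction of the majority was not stable. Strengthened DIs spanned a median of 350 kb and weakened DIs 50 kb, and this order turned with 100 kb bins (600 and 1000 kb) and with bin coverage in the offsets (300 and 850 kb), as well as without the second imminent division library (500 and 1000 kb) and without the first pre-S library (350 and 750 kb).

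**Figure D4:**
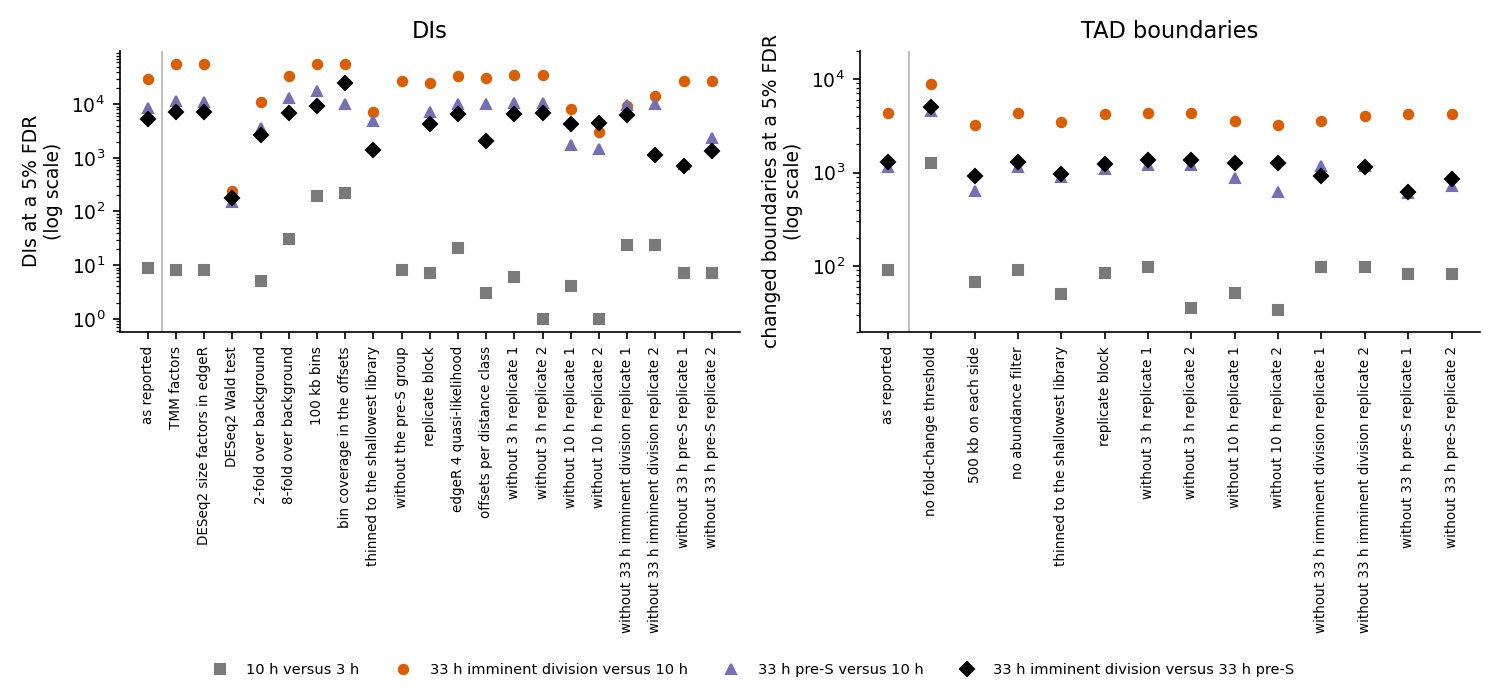
Points give the number of DIs (left) and of 100 kb regions with a changed TAD boundary ratio (right) at a 5% FDR, on log axes. They are given for the 4 contrasts as reported and under each alternative, with counts of 0 not drawn. From 10 h to imminent division the counts run from 237 (DESeq2 Wald test) to 57329 DIs (bin coverage in the offsets) and from 3202 (500 kb on each side) to 8821 boundaries (no fold-change threshold).

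TAD boundary ratios were tested with edgeR at 23569 regions of 100 kb, which were not called as boundaries beforehand. Neighbouring regions have overlapping flanks, so the counts are of regions and not of separate boundaries. From 3 h to 10 h 92 changed (47 stronger and 45 weaker). In the contrast of imminent division with 10 h 4284 changed, 1039 stronger and 3245 weaker (75.7% weaker). In that of pre-S with 10 h 1136 changed, 449 stronger and 687 weaker. Between imminent division and pre-S 1310 differed, of which 1168 (89.2%) were weaker at imminent division. The median size of the log2 ratio was 0.32 at 10 h, 0.30 at imminent division and 0.34 at pre-S. Without the fold-change threshold, the alternative that moved the counts most, 1278, 8821, 4495 and 5023 changed in the order of the contrasts above. Leaving out a library moved 3 of the counts by more than 1.5 times. From 3 h to 10 h the count was 36 without the second 3 h library, 51 and 34 without the first and the second 10 h library. For pre-S versus 10 h it was 626 without the second 10 h library, and 599 and 715 without the first and the second pre-S library. Between the 33 h groups it was 617 and 850 without the first and the second pre-S library.

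A/B compartments were called in 23789 bins of 100 kb, 47.5% of them A over all libraries. The component of group means correlated across bins (which are not independent replicates) with r 0.998 between 3 h and 10 h, 0.994 between 10 h and imminent division, 0.996 between 10 h and pre-S, and 0.996 between the 33 h groups. With limma, 974, 6306, 4604 and 3594 bins changed in these contrasts, and 4040, 8951, 7607 and 6919 had an unadjusted p under 0.05. Most of these changes kept the sign of the component. The bins that switched made up 0.475%, 1.57%, 1.05% and 1.06%. Between 10 h and imminent division 114 bins switched from B to A and 260 from A to B. For pre-S it was 87 and 162. With 250 kb bins the splits were 30 and 118 for imminent division and 23 and 100 for pre-S. Quantile normalization of the component gave 175 and 160, and 128 and 112, but it sets the same distribution, and so nearly the same number of A bins, in every library and does not test the direction. The count that moved most was that from 3 h to 10 h, which was 132 and 144 without the first and the second 10 h library, 404 without the first and 1471 without the second 3 h library, and 627 without either imminent division library. For imminent division versus 10 h it was 4029 and 4070 without the first and the second 10 h library, and 4114 and 4035 without the first and the second imminent division library. For pre-S versus 10 h it was 2413 and 1989 without the first and the second 10 h library and 2117 without the second pre-S library. Between the 33 h groups it was 1666 and 1722 without the first and the second imminent division library, and 2281 and 2085 without the first and the second pre-S library.

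Promoter interactivity was tested in 12524 of 13301 bins that hold the start of a protein-coding gene. From 3 h to 10 h 93 bins changed (77 more and 16 less interactive). From 10 h to imminent division 6393 changed (3184 more and 3209 less), from 10 h to pre-S 4369 (2235 more and 2134 less), and between imminent division and pre-S 2515 (1162 more and 1353 less at imminent division). The count from 3 h to 10 h moved most, to 1 without the interaction filter and 533 with bin coverage in the offsets, and it was 9 without the second 3 h library and 13 and 4 without the first and the second 10 h library. The split between the 33 h groups was 514 more and 946 less with the DESeq2 Wald test. The count for pre-S versus 10 h was 2564 and 2853 without the first and the second 10 h library and 1677 without the first pre-S library. Between the 33 h groups it was 1444 without the second imminent division library, and 1402 and 1234 without the first and the second pre-S library.

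For the 9 loci that the study discusses, 0 passed from 3 h to 10 h with edgeR over all bins tested (1 adjusted over the list alone, Twistnb, whose unadjusted p was 0.00172), 6 passed from 10 h to imminent division (6 adjusted over the list alone), 3 from 10 h to pre-S (4 adjusted over the list alone) and 4 between the 33 h groups (4 adjusted over the list alone). The study examined these loci in the same samples, so the counts over the list alone are not independent evidence. The bin of Prdm1 (ENSMUSG00000038151.13, start at 44528501 of chromosome 10) rose by 0.46 on the log2 scale from 10 h to imminent division, from 3.57 ± 0.072 to 4.02 ± 0.019 log2 CPM (SD, n = 2, edgeR FDR 3.1e-10), and by 0.22 from 10 h to pre-S (FDR 0.00139, and 0.063 without the second 10 h library), and it was 0.24 higher at imminent division than at pre-S (FDR 3.7e-04). The bin of Id2 (start at 25097140 of chromosome 12) rose by 0.23 to imminent division (FDR 2.4e-06) and by 0.12 to pre-S (FDR 0.0258, which rose to 0.0682 to 0.171 without any 1 of the 4 libraries compared). By imminent division Bcl6 also rose from 10 h by 0.12 (FDR 0.00503, and 0.086 without the second 10 h library and 0.0559 without the second imminent division library) and Ell2 by 0.15 (FDR 0.0196, and 0.145 without the first 10 h library and 0.112 without the first imminent division library). Ebf1 changed by −0.12 (FDR 0.00453, and 0.0774 without the first 10 h library) and Pax5 by −0.10 (FDR 0.0162, and 0.164 without the first 10 h library and 0.104 without the second imminent division library), and both signs turned without the interaction filter (0.05 and 0.05). Twistnb did not change to imminent division (0.06, FDR 0.188) and rose to pre-S (0.17, FDR 0.00142). The differences of Twistnb (−0.11, FDR 0.0437) and Id2 (0.12, FDR 0.0327) between the 33 h groups failed without any 1 of the 10 h or 33 h libraries, where the FDR was 0.0624 to 0.223 and 0.0545 to 0.207. That of Ebf1 (−0.13, FDR 0.0117) failed without the first pre-S library (FDR 0.171) and without the second imminent division library (FDR 0.0741). Bach2 and Myc passed in none of these contrasts over all bins tested. Bach2 changed by −0.09 from 10 h to pre-S (FDR 0.0579) and passed without the first (FDR 0.0373) or the second 3 h library (FDR 0.0418). The Myc bin lies within the part of chromosome 15 described below.

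The promoter bin of Twistnb took part in 106 bin pairs tested and that of Bcl6 in 71. From 10 h to imminent division 0 of the 106 pairs of Twistnb were DIs with edgeR (13 at an unadjusted p under 0.05) and 0 with the DESeq2 Wald test (3 at an unadjusted p under 0.05). The pair with the smallest p ran from 33400280–33449542 to 34650136–34700209 of chromosome 12, over Hdac9 (−0.61, FDR 0.0768, and 0.0233 with bin coverage in the offsets). For Bcl6 3 pairs were DIs with edgeR and 1 with the DESeq2 Wald test, all weaker at imminent division, and the strongest ran from 23949662–24000034 to 25249843–25300001 of chromosome 16, at Tprg (−0.80, FDR 2.2e-06). The median log2 change over all pairs tested was −0.154 for Bcl6 and −0.181 for Twistnb. The summed interactivity of the Bcl6 bin rose, but it was taken with another filter and other offsets. The signs of the sum and of the pairs are therefore not on 1 scale.

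How much of the change at imminent division was present at pre-S was asked of the 29330 DIs between 10 h and imminent division. The imminent division cells were sorted as undivided and not by phase, so they can include cells before S phase. From 10 h to pre-S, 28444 of them (97.0%, 95% Wilson interval 96.8 to 97.2%) changed in the same direction and 2016 (6.87%, 6.59 to 7.17%) were DIs with the same sign, while 4 were DIs with the opposite sign. Both changes are measured from the same 10 h libraries, and in simulated unchanged groups that share them 93.9% of the top 29330 bin pairs had the same sign. With a different 10 h library on each side, so that no library was shared, 72.0% and 73.1% of the top 29330 bin pairs had the same sign, against 49.9% and 49.2% in simulated unchanged groups, and the slope of the pre-S change on the imminent division change was 0.192 ± 0.0046 (SE over chromosomes). The slope moved most with bin coverage in the offsets, to 0.104. The share that was also a DI was 0.464% without the first pre-S library and 1.56% without the second. Sampling noise in single libraries lowers this slope. An estimate from products of independent libraries, chosen after seeing the data, was 0.659 ± 0.0095 over 456217 bin pairs with a mean count of at least 20, and 0.390 ± 0.014 with bin coverage in the offsets. On simulated data with a slope of 0.5 it returned 0.496. For the 12524 promoter bins the same estimate was 0.622 ± 0.018. Of the 6393 promoter bins that changed from 10 h to imminent division, 3238 (50.6%) also passed by pre-S with the same sign, and 91.0% had the same sign. In simulated unchanged groups that share the 10 h libraries 76.9% of the top 6393 bins had the same sign. With different 10 h libraries on each side, a check chosen after seeing the data, 87.8% and 84.4% did, against 50.5% and 50.2% in simulated unchanged groups.

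All 12 DIs that the rule named for the 2 contrasts with pre-S lay in the same part of chromosome 15, where both pre-S libraries differed from all others. In 6 bins, at 56400019–56450276 and from 69601058 to 69849993, the interchromosomal coverage was 1.45% to 8.44% of that in the other libraries (median 3.80%), with 23 to 96 read ends per bin and library. No protein-coding gene overlaps these bins, and 0 bins fell under 25% in any of the other 6 libraries. At the same time bins far apart were in contact. The bins at 58100087–58149987, with the starts of Atad2 and Wdyhv1, and 70399922–70450248 shared 104 and 98 read pairs in the pre-S libraries and 0 in the other 6, and those at 56300488–56350561 and 69849990–69900767 shared 92 and 89, and 16 in the other 6 together. There were 100 bin pairs over 2 Mb apart with at least 30 read pairs in pre-S and 6 times the others on chromosome 15, and 0 on the other 18 autosomes. Between 55 and 72 Mb lay 747 of the 8659 DIs between 10 h and pre-S and 949 of the 5251 DIs between the 33 h groups. With this segment left out before the p values were adjusted, 7312 (4465 stronger and 2847 weaker) and 3522 (1028 stronger and 2494 weaker) DIs were called. This alternative was chosen after seeing the data, and the fit itself still held the segment.

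**Figure D5:**
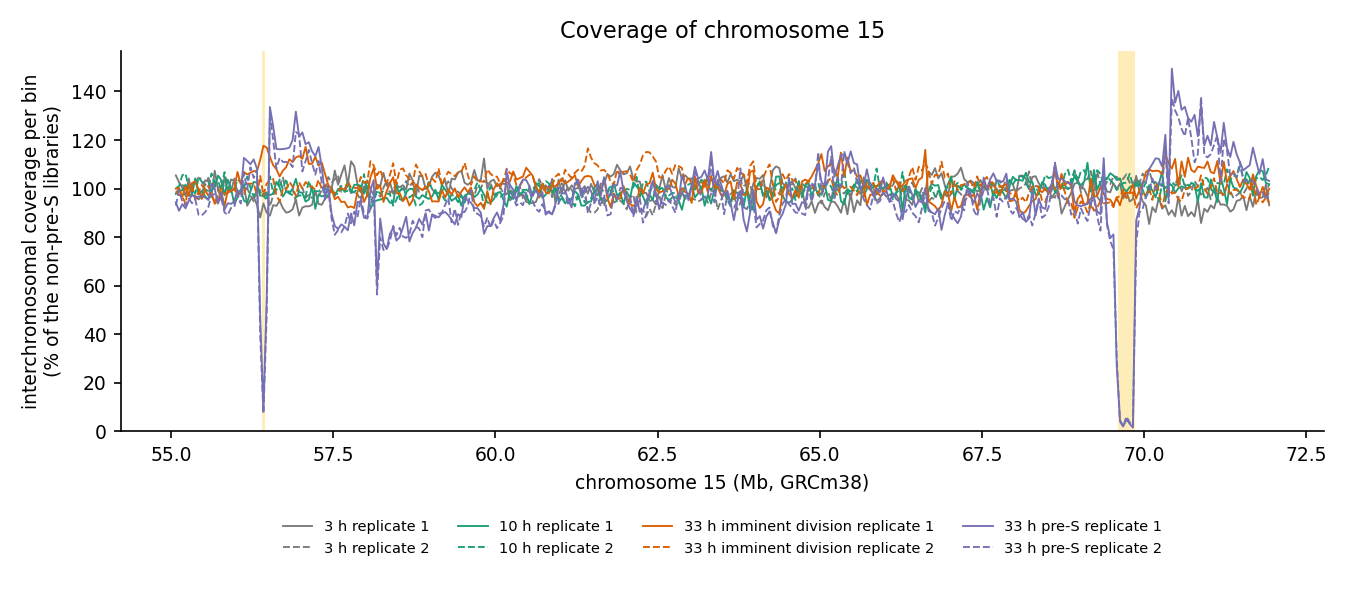
Lines give the interchromosomal coverage of each bin of chromosome 15 per library, in percent of the libraries outside the pre-S group, against position in Mb (GRCm38), coloured by group (dashed, replicate 2), with the 6 bins of lost coverage shaded. Both pre-S libraries fall to a median of 3.80% in these bins.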

Values the study reported

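The study reported 10,628 DIs between 10 h and 33 h and very few changes in the first 10 h. Values only in its supplementary files are not quoted.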

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

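The tests of sequencing depth, of the second imminent division library, of the chromosome 15 segment and of strain or sort were chosen only after the result was seen, and those of random ligation, of XX cells and of yield per bin for X were written before.

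Differences between the 2 groups at 33 h were found by testing them against each other directly. Between imminent division and pre-S, 5251 DIs, 1310 regions tested for TAD boundaries, 3594 compartment bins and 2515 promoter bins differed. The boundaries were the most 1-sided, with 1168 of 1310 weaker at imminent division. Depth did not account for this, since with all libraries thinned to the shallowest 88.5% of the changed boundaries were weaker. Random ligation spread evenly over the genome was too rare to account for it. Taking off the mean interchromosomal contact density, which holds true contacts too, hardly moved the median size of the log2 ratio, which was then at most 0.307 in an imminent division library and at least 0.336 in a pre-S library. In the 1310 changed boundaries the median size was 0.66 at imminent division and 0.99 at pre-S, both before and after it was taken off. This last test, too, was chosen after the result was seen. Without the second imminent division library, whose X and Y shares stood out, 89.0% of the changed boundaries were weaker. The rearranged part of chromosome 15 was not the whole cause of the DIs, since 4302 of the 5251 lay outside it. A recount of the same fit, with this part left out before the p values were adjusted, called 3522. Many of the DIs nevertheless depended on the handling of coverage and distance, as given in the next part. The pre-S cells came from a reporter strain. All cells were sorted, but only these by the reporter, and 0 libraries of that strain came from another time point or another gate. Strain, sort gate and cell cycle phase therefore cannot be told apart, and the biological difference that the design names, the phase of the cell cycle, stays open beside the other 2.

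Signal on the sex chromosomes, which the comparisons did not use, set the second imminent division library apart. It held 3.74% of its read ends on X, against 2.39% to 2.84% in the other 7 libraries, and 0.0490% on Y, against 0.0804% to 0.123%. Yield per bin by GC content or compartment did not account for this, since no autosome's share rose by more than 1.02 times from the first to the second library of the group, while that of X rose 1.37 times. Cells of XX animals among those of the library could raise X and lower Y together. If so, their share would be 36.9% from X and 46.7% from Y. Neither value allows for yield per bin. In autosomal bins with a GC content like that of X, the second library had 0.964 times the share of the first. The difference between the 2 values therefore does not argue against XX cells. Contacts between the Firre and Dxz4 loci, which come together on the inactive X, were 1.42 times the expected value, against 1.06 in the other library of the group and 1.40 in a 3 h library with a lower X share and only 139 read pairs. Contacts across Dxz4, a border on the inactive X, were 0.721 of the expected value, the lowest of the 8 libraries (0.815 to 0.908 in the others), which goes towards XX cells. Against the other library of the group this was a log2 change of −0.27, and 15 of 302 places on X had a lower one. Cells of XX animals cannot be told apart from other causes here, since a library with an ordinary X share came as high between Firre and Dxz4 and since the change across Dxz4 was not the largest on X. The methods of the study state that the mice were male, so XX cells would mean that cells of other animals were in this library. No biological explanation was tested, since the design names no difference between these replicates.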

How the results depend on the processing

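The alternatives for clusters, most of those for spans, the libraries left out for the library measures, edgeR 4 quasi-likelihood, offsets per distance class, the chromosome 15 segment left out and the slopes without sampling noise were chosen after seeing the data. Contrasts are given in the order 10 h versus 3 h, imminent division versus 10 h, pre-S versus 10 h, and imminent division versus pre-S, span is the weakened minus the strengthened median, and unless a cause is given the cause was not tested.

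Counts of DIs (9, 29330, 8659 and 5251) stayed within 1.5 times under 25 combinations of contrast and alternative and moved under 25. The DESeq2 Wald test called 0, 237, 153 and 182 DIs in 0, 178, 39 and 20 clusters, with spans of −1450 kb for pre-S versus 10 h and 1550 kb between the 33 h groups. On chromosome 19 its dispersions were the cause for imminent division versus 10 h, and part of it for pre-S versus 10 h. At 2-fold over background, where more bin pairs are tested, there were 5, 11094, 3558 and 2633 DIs in 5, 7032, 2410 and 1546 clusters, with a span of −150 kb between the 33 h groups. At 8-fold the first count was 31 DIs in 31 clusters and that span −150 kb. With 100 kb bins there were 191, 56897, 17256 and 9225 DIs, 150 clusters in the first contrast, and spans of −400, 600 and 400 kb in the last 3. Bin coverage in the offsets gave 220, 57329 and 24685 DIs in 198, 25714 and 16140 clusters for all but pre-S versus 10 h, where the count kept to 9999 but the span turned to −300 kb, and the span between the 33 h groups was 550 kb. Thinning, where fewer read pairs are the cause, gave 0, 7034, 4768 and 1419 DIs in 0, 5222, 3635 and 1007 clusters. For imminent division versus 10 h, TMM factors gave 56376 DIs in 30593 clusters and DESeq2 size factors 56207 in 30662, both with a span of 250 kb, and for pre-S versus 10 h their spans were 0 and 50 kb. The first contrast had 21 DIs in 21 clusters with edgeR 4 quasi-likelihood and 3 in 3 with offsets per distance class, which gave 2022 DIs in 1184 clusters and a span of 100 kb between the 33 h groups.

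Boundary counts (92, 4284, 1136 and 1310) became 1278, 8821, 4495 and 5023 without the fold-change threshold, which the lower threshold explains. Thinning gave 50 in the first contrast and 500 kb sides 639 for pre-S versus 10 h. Compartment counts (974, 6306, 4604 and 3594) moved to 1506 in the first contrast after quantile normalization and to 2380 between the 33 h groups with 250 kb bins, where fewer bins are tested. With 250 kb bins 4836 bins changed from 10 h to imminent division, 2836 higher and 2000 lower, against 2835 higher and 3471 lower. The bins that switched were 1.41% in that contrast after quantile normalization and 0.579%, 1.30% and 0.811% in the other 3 with 250 kb bins.

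For promoter bins the first count (93) was 13 with TMM factors, 7 with the DESeq2 Wald test, 1 without the interaction filter, 328 with 3 residuals, 533 with bin coverage in the offsets and 40 after thinning. The DESeq2 Wald test gave 4057 for imminent division versus 10 h and 1460 between the 33 h groups, thinning 1562 there, and no filter 6696 for pre-S versus 10 h. Signs turned for Ebf1 (0.0469) and Pax5 (0.0531) from 10 h to imminent division and, by 0.00370 and 0.00608, for Twistnb and Ebf1 between the 33 h groups without the filter, and from 10 h to imminent division with bin coverage in the offsets for Bach2 (0.116) and the Chil3–Chil4 bin pair (−0.0569). Of the other combinations for named bin pairs 233 kept their call, 16 lost it and 2 gained it, and for named promoter bins 228, 23 and 14.

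Of the DIs from 10 h to imminent division, the share with the same sign at pre-S was 96.8% with TMM factors, 91.5% with bin coverage in the offsets and 98.4% after thinning, and the share that was also a DI 10.2%, 6.27% and 9.10%. Apart from the libraries left out, the counts stayed within 1.5 times in 14 of 20 combinations for boundaries, 14 of 16 for compartments and 19 of 30 for promoter bins, and all 10 for the library measures kept their side of the threshold. No value came from the fit without the pre-S group for its contrasts, nor for the cross slope without a 10 h library.

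Leaving out each library in turn gave 1 to 24, 3022 to 34651, 756 to 10647 and 714 to 6725 DIs in 1 to 24, 2377 to 19194, 508 to 7300 and 376 to 4788 clusters. The span between the 33 h groups ran from −350 to 500 kb (400 kb without the first pre-S library). Boundaries ran from 34 to 98, 3211 to 4365, 599 to 1208 and 617 to 1366, changed compartment bins from 132 to 1471, 4029 to 7318, 1989 to 5741 and 1666 to 4613, switched bins from 0.475 to 0.979%, 1.57 to 1.95%, 1.05 to 1.53% and 1.06 to 1.48%, and promoter bins from 4 to 90, 4594 to 6571, 1677 to 4639 and 1234 to 2675. The adjusted p ran from 0.0286 to 0.114 for the share beyond 1.5 Mb and from 0.0286 to 0.0571 for the decay slope. The share with the same sign at pre-S ran from 93.9 to 99.6% and the share also a DI from 0.464 to 11.4%. Named bin pairs kept their call in 183 combinations and lost it in 9, and named promoter bins kept it in 260, lost it in 26 and gained it in 2.

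Replicate numbers did not pair the libraries, whose deviations from the group means correlated between −0.034 and 0.009 over groups. A replicate block gave 7, 25172, 7016 and 4234 DIs, and 42 promoter bins in the first contrast. Depth limits the DI test to large changes, since 29% of simulated 2-fold changes were recovered on chromosome 19 and 100% of those at a mean count of 50 or more.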

Other observations

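The tests of the chromosome 15 bins, of adjacent bins, of the span by offsets per distance class, of the explanations for the same sign and of the DESeq2 dispersions were chosen only after the result was seen. Bin coverage in the offsets, 100 kb bins and the use of different 10 h libraries had been set beforehand, but not as tests of these explanations.

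Between 10 h and imminent division 29330 DIs in 16651 clusters were called here. Both are higher than the value that the study reports, and the cause, which can lie in the bins left out, the filter or the cluster step, was not separated.

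In the pre-S libraries 6 bins of chromosome 15 had lost their contacts and distant bins had gained them. The lost bins were chosen for interchromosomal coverage under 25% of the other libraries, so low coverage alone restates the choice. They lay well below that limit, at 8.44% or less, and 0 bins fell under it in any of the other 6 libraries. This argues against a change of folding with the sequence in place. Reduced bins beside them, which the limit left out, kept 27.0% to 54.7%. Sequence that these cells lack, with the ends joined elsewhere, fits, with a median coverage of 3.80% in the lost bins and a pair of bins 12300 kb apart that shared 104 and 98 read pairs in the pre-S libraries and 0 in the others. Both pre-S libraries came from the reporter strain, so a variant of that strain could be the source. No other library of the strain was analysed here, and the reads that would show the junctions were not used.

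Of the DIs strengthened from 10 h to pre-S, 62.2% joined adjacent bins. A contact decay curve that differs between libraries was argued against, since with an offset per distance class 60.7% did. Yield per bin, by GC content and compartment, fits as part of the cause. With bin coverage in the offsets the share was 10.7%, still above the 3.23% of adjacent bins among the bin pairs tested. The same offsets raised the B–B share of weakened DIs from 13.3% to 77.0%, so whether they correct too far was left open. Since their share depends on the handling of coverage, these short-range DIs are not evidence of local contacts that strengthen by pre-S.

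Weakened DIs from 10 h to imminent division spanned more than strengthened ones. A contact decay curve that differs between libraries was not the whole cause, since with an offset per distance class weakened DIs were still longer by 350 kb in the median. With 100 kb bins, where other bin pairs pass the filter, the difference was −400 kb, so the order of the spans was not the same at the 2 bin sizes.

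The same sign of most changes from 10 h to imminent division and to pre-S was not due to the shared 10 h libraries alone, since with different 10 h libraries on each side 72.0% still had the same sign, against 49.9% in simulated unchanged groups. Yield per bin was not the whole cause, since with bin coverage in the offsets the slope without sampling noise was 0.390 ± 0.014. Its fall from 0.659 leaves open how much of the slope is due to coverage. Strain and sort are confounded with pre-S here too. The imminent division cells were not sorted by phase and can include cells before S phase, so part of a shared change can come from this overlap.

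The low counts from the DESeq2 Wald test were traced on the 39687 bin pairs of chromosome 19. With its own dispersions the test called 1 DI between imminent division and 10 h, and with the dispersions of edgeR it called 1114, against 1137 from edgeR. Between the 33 h groups the counts were 0, 46 and 49, in that order. For pre-S versus 10 h they were 0, 40 and 88, so the dispersions left part of the gap there open. Dispersions set too high for bin pairs near sampling noise therefore fit as a cause, though not as the only one for pre-S versus 10 h.

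Weakened DIs from 10 h to imminent division were not contacts between B-type regions, which made up 4.98% of them against 42.5% of tested bin pairs at the same distances. Strengthened DIs were not enriched in contacts between A-type regions, which made up 35.3% against 41.5%. Both hypotheses were negative with bin coverage in the offsets as well (8.78% against 42.7%, and 25.2% against 41.6%).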
